A study of Mus musculus and Homo sapiens with 34 samples.

How the data were processed

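RNA sequencing had been done on 34 libraries in 17 groups of 2 replicates, 22 from mouse lung tumour cultures and 12 from human lung adenocarcinoma cell lines. Per the labels, RNA was isolated with Trizol and a column, poly(A) RNA was selected, strand-specific libraries were made, and fragments were read from both ends. The authors deposited 7 tables of raw read counts per Ensembl gene, with no normalization, and each library had its own column of counts. The aligner, the counting program, the genome build and the annotation are not stated in the labels. The tables listed between 16553 and 26245 genes, so they had been filtered before deposit. In the doxycycline table and in the 48-hour 3154 table the lowest sum of counts of any listed gene was 6, while the other tables kept genes with 0 counts in all their libraries. The columns of the 3311 table gave treatment and replicate number but no cell line, and they were assigned to 3311 because the table is named for it and every other library was named in full elsewhere.

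Each table was fitted on its own in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with its defaults, library sizes were scaled by TMM, and group means were compared with the quasi-likelihood F-test. Adjusted p values are Benjamini-Hochberg values over the genes tested in that table, and a gene was called when its adjusted p was under 0.05. The 6 libraries of the 1027B table shared 1 fit, as did the 8 libraries of the 48-hour 3154 table, where the interaction of Hnf4a deletion with MRTX1133 was also tested. Expression is given as TMM-scaled CPM, as mean ± SD of n = 2 libraries. With 2 libraries per group no exact permutation test can reach a p under 0.05, so every p value here comes from these models. Total counts per library ran from 19692517 to 45284286, and the biological coefficient of variation ran from 0.0949 in the doxycycline table to 0.193 in the 2-week 3154 table. A group whose libraries all had 3 counts or fewer for a gene was treated as being at the floor, and the change was then given as a lower bound against 3 counts. These limits cover counting error only. The fits were tested on simulated counts with the depth and spread of each table, in which 200 genes were changed 3-fold. Between 71.5% and 79.5% of the changed genes were called in the right direction, and between 3.68% and 13.2% of all calls were unchanged genes. Between replicates of 1 group, the count difference exceeded counting noise in every group, with chi-square per degree of freedom from 5.9 to 87.9.

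The tests, their alternatives, the gene lists and the rule for naming genes were fixed before the data were examined. Named genes are Hnf4a and Nkx2-1 (HNF4A and NKX2-1 in human) in every comparison, and up to 3 called members of each list with the largest change. They also include the 3 largest rises and 3 largest falls among called genes with at least 10 CPM in the higher group and no overlap between the groups, from which a selection is printed. The lists, written from general knowledge, were an alveolar list of 25 genes, a gastrointestinal and hepatic list of 32 genes, and a list of 10 genes that respond to ERK signalling, called the ERK output list. Hnf4a and Nkx2-1 are themselves members of the gastrointestinal and the alveolar list, and Etv5 is in both the alveolar and the ERK output list. Lists were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2 and an inter-gene correlation preset to 0.01, two-sided, with Benjamini-Hochberg adjustment over the 39 pairs of list and comparison. The value of a list is the median log2 fold change of its tested members. A further family of 24 tests used the genes called with at least 2-fold change in the 2-week deletion or in the doxycycline experiment, tested only in tables that share no library with the one that defined them. Mouse and human genes were matched by upper-case symbol. The correlation of log2 fold changes between comparisons was computed across genes, which are not independent replicates. Where both comparisons used the same control libraries, r was set beside 100 simulations of unchanged groups against those controls.

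Alternatives were DESeq2 1.42.0, RLE and upper-quartile factors, no count filter, a filter of at least 10 counts in every library, a fit with only the 2 groups compared, the replicate number as a block, a limit of at least 1 on the absolute log2 fold change, fry and an estimated correlation for the lists, lists without HNF4A and NKX2-1, sets without the fold limit, other gene sets for the correlations, and leaving out each library in turn. With 2 libraries per group, leaving out 1 leaves a single library in an arm, so only values and no p values were taken from those fits. Pairing was checked as the correlation, between groups, of each gene's difference between replicate 1 and replicate 2. In the 1027B table, which has 3 groups, this correlation was 0.405, 0.637 and 0.689 over the 3 pairs of groups, so its replicates were read as paired and the value with the replicate block is given where it changes a call or moves a count by over 1.5 times. In the other tables the replicate numbers were not read as pairs, because the labels name no shared batch and there was a single pair of groups, or, in the 48-hour 3154 table, correlations of both signs. The single correlations were within the 1027B range for 2-week 3154 (0.603), doxycycline (0.687) and H358 (0.546), and above it for H1651 with trametinib (0.856). Pairing is therefore not excluded there, and a missing call in the unpaired fit does not show that a gene was unchanged.

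Gene positions and exons came from GENCODE M21 on GRCm38, which may not be the annotation the authors used. It held 99.9% of the gene identifiers of the 1027B and 3311 tables, 99.8% of those of the 2-week 3154 table and 96.8% of those of the 48-hour 3154 table, which points to another annotation for that table. Human positions were not analysed here. Of 64 named mouse genes, 14 share exon bases with another gene in M21, and 3 share over 20%, in each case with a gene on the opposite strand, which a strand-specific library keeps apart. These were Ccnd1 (23.4%), Hopx (27.2%) and Tff1 (31.4%). Lists of interferon response, blood cell, alveolar type 1, alveolar type 2 and proliferation genes were written after the main results had been seen and before they were tested, for the closing section alone. Annotation overlaps were computed with Python 3.11.15 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9. No library was left out. Some items are not reported here.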

Results

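Gene expression was measured in 34 RNA sequencing libraries that form 17 groups of 2 replicates, to ask how the lineage regulators HNF4α and NKX2-1 and the inhibitors MRTX1133 and trametinib shape the identity of lung adenocarcinoma cells. The 3154 organoids are mouse lung tumour cultures with FRT-flanked p53 alleles, a tamoxifen-activated Cre recombinase and floxed Hnf4a alleles. They were sampled 2 weeks after ethanol or 4-hydroxytamoxifen (4OHT, 2 mM per the labels), which removes Hnf4a. In a second experiment they received ethanol or 4OHT, with or without 3 nM MRTX1133, for 48 hours, and the labels do not say how long after 4OHT they were sampled. For 3154, 48 hours therefore names this experiment below and not a known time since 4OHT. The 1027B organoids and the 3311 cell line are mouse lung tumour cultures with floxed Foxa1 and Foxa2 alleles, and no treatment that would delete Foxa1 or Foxa2 is named for these libraries. The 1027B organoids received vehicle, 10 nM of the MEK inhibitor trametinib or 20 nM MRTX1133 for 48 hours, and 3311 received vehicle or 50 nM trametinib for 48 hours. The human adenocarcinoma lines H358 and H1651 received vehicle or 20 nM trametinib for 48 hours, and H1651 with an inducible HNF4α construct received 1 µg/mL doxycycline or none for 7 days. Libraries held from 21416857 to 30857875 counts in 3154, from 19692517 to 26064130 in 1027B, from 25529956 to 28634922 in 3311, from 24843636 to 44081505 in H358, and from 23042260 to 45284286 in H1651.

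Hnf4a was present in every mouse library and its level followed the treatment meant to remove it. In 3154 organoids Hnf4a (ENSMUSG00000017950, chromosome 2, 163506808 to 163572910 on the plus strand of GRCm38) stood at 371 ± 79.6 CPM (SD, n = 2) 2 weeks after ethanol and at 60.7 ± 10.2 CPM 2 weeks after 4OHT, which left 16.4% of the ethanol level. In the 48-hour experiment it stood at 225 ± 6.60 CPM in ethanol and 49.9 ± 0.677 CPM in 4OHT, or 22.1%. With MRTX1133 it stood at 182 ± 3.02 CPM in ethanol and 27.5 ± 3.16 CPM in 4OHT, or 15.1%. The log2 changes on deletion were -2.61 (adjusted p 0.00643), -2.18 (adjusted p 0.000141) and -2.72 (adjusted p 7.81e-05), and each held with every alternative test, scaling and filter. At 2 weeks the alternative that moved it most was upper-quartile scaling, with a log2 change of -2.51. The counts cover the whole gene and do not separate the deleted exons from the rest. In H1651 doxycycline raised HNF4A from 41.5 ± 7.89 to 95.6 ± 1.73 CPM, a log2 change of 1.20 (adjusted p 0.00979). No HNF4A read was counted in any of the 4 H358 libraries, which allows a level of up to 0.0645 to 0.118 CPM, depending on the library.

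Nkx2-1 (ENSMUSG00000001496, chromosome 12, 56531958 to 56536908 on the minus strand of GRCm38) was not changed by Hnf4a deletion in these tests. It stood at 233 ± 59.4 CPM in ethanol and 244 ± 24.5 CPM in 4OHT at 2 weeks (log2 change 0.06, adjusted p 0.858, from -0.18 without ethanol replicate 2 to 0.35 without ethanol replicate 1). At 48 hours it stood at 320 ± 36.6 and 321 ± 8.33 CPM (log2 change 0.01, adjusted p 0.981), and its sign there changed with the scaling and ran from -0.11 without replicate 2 of ethanol to 0.13 without replicate 1. In doxycycline-treated H1651, NKX2-1 moved from 35.1 ± 8.52 to 27.4 ± 4.42 CPM, a log2 change of -0.35. Its adjusted p was 0.499 unpaired and 5.5e-05 with the replicate block, so this call depends on the fit. Inhibitors moved the 2 genes in opposite directions in 1027B, where Hnf4a fell from 459 ± 17.7 to 227 ± 37.7 CPM with trametinib (log2 change -1.01, adjusted p 0.00535) and Nkx2-1 rose from 314 ± 3.07 to 422 ± 12.9 CPM (log2 change 0.43, adjusted p 0.0178). MRTX1133 lowered Hnf4a to 270 ± 39 CPM (log2 change -0.76, adjusted p 0.0375), and Nkx2-1 stood at 379 ± 6.73 CPM, which was past the threshold only in the paired fit (log2 change 0.27, adjusted p 0.142 unpaired and 0.0161 with the replicate block, and from 0.0161 to 0.158 over the alternatives). In 3311, Hnf4a moved from 427 ± 73.9 to 327 ± 89.8 CPM with trametinib (adjusted p 0.208) and Nkx2-1 from 215 ± 46.1 to 189 ± 18.5 CPM (adjusted p 0.443), and neither was called. The log2 changes ran from -0.69 without trametinib replicate 2 to -0.12 without trametinib replicate 1 for Hnf4a, and from -0.39 without vehicle replicate 2 to 0.05 without vehicle replicate 1 for Nkx2-1. In H358, NKX2-1 rose from 125 ± 9.97 to 173 ± 3.60 CPM (log2 change 0.47, adjusted p 0.00725). Whether these responses differ between cultures was not tested.

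**Figure D1:**
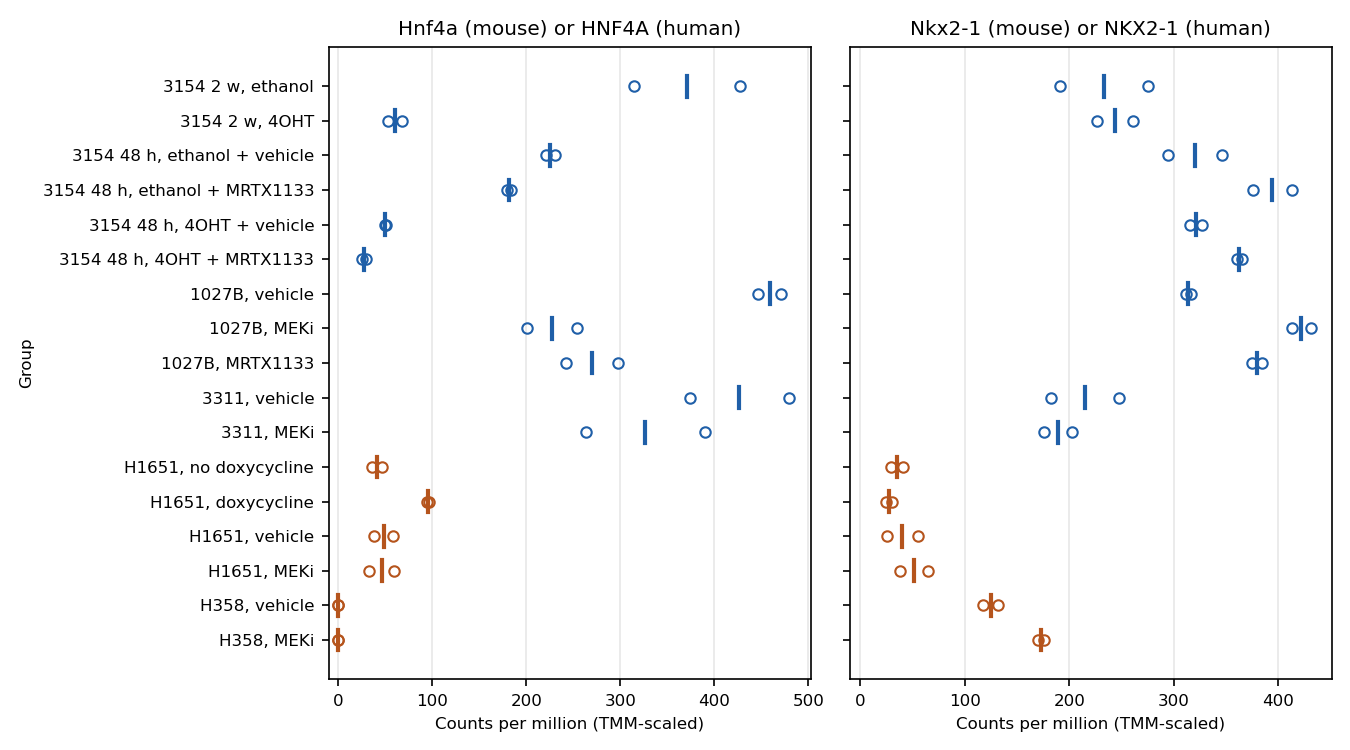
Expression of Hnf4a or HNF4A (left) and Nkx2-1 or NKX2-1 (right) in TMM-scaled CPM in each of the 17 groups; circles are the 2 libraries, bars their mean, blue is mouse and orange is human. In 3154, Hnf4a fell in each 4OHT group against its ethanol group, and HNF4A was at 0 in H358.

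The 2-week comparison asked which genes change when 4OHT removes Hnf4a in 3154 organoids. No library came from cells given 4OHT without floxed Hnf4a alleles, so effects of 4OHT or of the activated Cre recombinase are not separated from loss of Hnf4a. Of 14492 genes tested, 1421 were called, 584 higher and 837 lower after deletion, and 1045 of them changed at least 2-fold. Apart from a replicate term, the alternative that moved this count most was DESeq2, with 2311 genes. The gastrointestinal and hepatic list fell, with a median log2 change of -1.56 over 24 tested members (adjusted camera p 0.000108). Of these, 17 were called over all genes, 4 higher and 13 lower, and 22 were past the threshold when adjusted over the list alone. Muc13 was at least 427-fold lower (adjusted p 0.00274) and Fabp1 at least 42.8-fold lower (adjusted p 0.0150). Cyp2c65 fell from 124 ± 19.4 to 0.134 ± 0.136 CPM (adjusted p 0.00193). The alveolar list rose, with a median of 0.41 over 22 members (adjusted camera p 0.0188); an estimated correlation moved this test most, to an adjusted p of 0.331, and its adjusted p ran from 0.0141 to 0.331 over the alternatives. Of its members 5 were called, all higher, and 6 were past the threshold when adjusted over the list alone. Scgb1a1 rose from 32.6 ± 10.4 to 111 ± 13.5 CPM (adjusted p 0.0165) and Cd74 from 0.162 ± 0.0889 to 4.02 ± 1.09 CPM (adjusted p 0.0118). No call was made for the ERK output list (median 0.11, adjusted camera p 0.424), whose median ran from -0.08 without ethanol replicate 1 to 0.31 without ethanol replicate 2. Of its 10 members 1 was called over all genes and 2 when adjusted over the list alone. The largest rises were in Stra6, from 0.396 ± 0.559 to 48.7 ± 38.5 CPM (adjusted p 0.0210), and Ctla2a, from 0.455 ± 0.00877 to 33.9 ± 13.5 CPM (adjusted p 0.00470), which shares 16.3% of its exon bases with a gene on the same strand.

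The 48-hour experiment asked the same, with the same limit on 4OHT and Cre, and how MRTX1133 acts before and after Hnf4a deletion. Deletion called 4795 of 15458 genes in vehicle, 2365 higher and 2430 lower, and 4279 genes with MRTX1133, 2044 higher and 2235 lower. Members of the gastrointestinal and hepatic list fell, with a median of -0.97 in vehicle (adjusted camera p 0.0322) and -1.29 with the inhibitor (adjusted camera p 0.00945). One library reduced the first of these, which was -1.50 without replicate 1 of ethanol with vehicle, and it was not past the threshold with at least 10 counts in every library or without Hnf4a itself. Of the 22 tested members 14 were called in vehicle, 5 higher and 9 lower, and 14 were past the threshold when adjusted over the list alone. With the inhibitor these counts were 17, of which 5 were higher, and 18. Muc13 fell from 56.4 ± 37.2 to 0.225 ± 0.00301 CPM in vehicle (adjusted p 0.000545), while Muc5ac rose from 0.462 ± 0.179 to 16.3 ± 3.75 CPM (adjusted p 0.000462). The alveolar list rose with a median of 0.61 in vehicle (adjusted camera p 0.000209) and 0.43 with the inhibitor (adjusted camera p 0.00747). In vehicle 13 of its 22 members were called, 12 of them higher, and 13 when adjusted over the list alone. With the inhibitor 10 were called and 11 when adjusted over the list alone, all higher. Scgb1a1 rose from 51.0 ± 24.7 to 529 ± 147 CPM in vehicle (adjusted p 0.000713) and Rtkn2 from 1.11 ± 0.269 to 10.8 ± 0.147 CPM (adjusted p 0.000379). Neither in vehicle nor with the inhibitor was the ERK output list called (median 0.10, adjusted camera p 0.531, and median -0.10, adjusted camera p 0.467). The first ran from 0.009 without replicate 1 of ethanol with vehicle to 0.19 without replicate 2, and the second was -0.19 without replicate 2 of ethanol with the inhibitor. Its called members numbered 5 and 4, and 7 and 5 when adjusted over the list alone.

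Across 13846 genes tested in both 3154 experiments, the log2 changes on deletion at 2 weeks and in the 48-hour experiment in vehicle had a Pearson r of 0.717 and a Spearman rho of 0.655, and 947 genes were called in both against 413 expected by chance, 934 of them in the same direction. Restricting to genes called in either experiment moved r most, to 0.782.

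The doxycycline experiment asked which genes respond to raised HNF4A in H1651. No library came from H1651 given doxycycline without the construct, so effects of doxycycline itself are not separated from those of HNF4A. Of 17351 genes tested, 247 were called, 180 higher and 67 lower. The gastrointestinal and hepatic list rose with a median of 0.63 over 27 members (adjusted camera p 5.67e-10). Of these 9 were called, all higher, and 14 when adjusted over the list alone. APOA1 rose from 0.138 ± 0.0205 to 24.4 ± 4.18 CPM (adjusted p 0.000416), APOA4 from 0.140 ± 0.0356 to 13.5 ± 2.30 CPM (adjusted p 0.000493), and APOC3 was at least 32.4-fold higher (adjusted p 0.00268). The largest fall was in CGA, from 51.7 ± 3.70 to 16.0 ± 2.11 CPM (adjusted p 0.00193). The alveolar list had a median of -0.20 over 13 members and was not called (adjusted camera p 0.102), and none of its members was called over all genes or over the list alone. Its median ran from -0.37 without doxycycline replicate 1 to -0.03 without doxycycline replicate 2. For the ERK output list there was no call (median 0.06, adjusted camera p 0.218), and its median ran from 0.01 without doxycycline replicate 2 to 0.15 without replicate 2 of the untreated group. CCND1 (log2 change 0.42, adjusted p 0.0337) and DUSP6 (log2 change 0.54, adjusted p 0.0449) were its 2 called members, against 5 when adjusted over the list alone, and DUSP6 was not past the threshold with at least 10 counts in every library. Across 10550 genes matched by symbol, the changes with doxycycline and the mouse changes at 2 weeks had an r of -0.201. Of 59 genes called in both, against 15.6 expected by chance, 51 moved in opposite directions.

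Trametinib in 3311 asked what MEK inhibition does to a mouse line with high Hnf4a. It called 5938 of 15224 genes, 2956 higher and 2982 lower. The ERK output list fell with a median of -1.76 (adjusted camera p 0.00104), and 8 of its 10 members were called, 7 of them lower, against 9 when adjusted over the list alone. Etv4 fell from 114 ± 2.21 to 1.43 ± 0.452 CPM (adjusted p 0.000220) and Spry4 from 141 ± 22.9 to 9.87 ± 5.24 CPM (adjusted p 0.000738). The alveolar list was not called (median 0.48, adjusted camera p 0.527), and the median was 0.23 without trametinib replicate 1 and 0.29 without vehicle replicate 1. Its 8 called members, 8 also when adjusted over the list alone, were 5 higher and 3 lower. Sftpb fell from 4573 ± 507 to 323 ± 91.0 CPM (adjusted p 0.000392) and Ager rose from 14.7 ± 2.54 to 178 ± 96.7 CPM (adjusted p 0.00104). No call was made for the gastrointestinal and hepatic list (median 0.03, adjusted camera p 0.839), with 6 members called and 4 when adjusted over the list alone. Its median changed sign when genes of at least 10 counts in every library were used, and ran from -0.55 without trametinib replicate 2 to 0.34 without trametinib replicate 1. Col4a3 had one of the largest rises, from 1.19 ± 0.0586 to 140 ± 117 CPM (adjusted p 0.00102), and Chst1 the largest fall, from 38.7 ± 12.7 to 0.315 ± 0.0393 CPM (adjusted p 0.000262).

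In 1027B the comparison set trametinib beside MRTX1133. Trametinib called 3880 of 14555 genes, 1963 higher and 1917 lower, and 6540 in the paired fit. MRTX1133 called 913 genes, 438 higher and 475 lower, and 3515 in the paired fit. The ERK output list fell with both drugs, with a median of -1.79 for trametinib (adjusted camera p 7.43e-05) and -0.94 for MRTX1133 (adjusted camera p 0.000559). Of its 10 members 9 were called with trametinib and 6 with MRTX1133, and 10 and 9 when adjusted over the list alone. Etv4 fell from 54.0 ± 4.09 to 4.58 ± 1.44 CPM with trametinib (adjusted p 0.000563) and to 21.2 ± 2.28 CPM with MRTX1133 (adjusted p 0.0175). The gastrointestinal and hepatic list fell as well, with medians of -0.79 (adjusted camera p 0.00747) and -0.65 (adjusted camera p 0.00100). Of its 19 tested members 9 and 7 were called, all lower, and as many when adjusted over the list alone. Gkn2 fell from 712 ± 134 to 24.2 ± 12.8 CPM with trametinib (adjusted p 0.000958) and to 54.8 ± 13.4 CPM with MRTX1133 (adjusted p 0.00725). Tff1, of whose exon bases 31.4% lie opposite another gene, fell from 2340 ± 637 to 160 ± 55.8 CPM with trametinib (adjusted p 0.000979). The alveolar list moved both ways and was not called with either drug (median 0.62, adjusted camera p 0.466, and median 0.28, adjusted camera p 0.839). The first of these was 0.38 without vehicle replicate 1. Of its 23 members 18 were called with trametinib, 10 higher and 8 lower, and 20 when adjusted over the list alone. With MRTX1133 these counts were 6, of which 3 were higher, and 16. Sftpc rose from 65.7 ± 55.0 to 1058 ± 112 CPM with trametinib (adjusted p 0.00507), while Sftpa1 fell from 82.7 ± 32.6 to 6.12 ± 4.87 CPM (adjusted p 0.0120). Cym rose from 18 ± 6.5 to 5059 ± 2970 CPM with trametinib (adjusted p 0.00136) and to 1430 ± 971 CPM with MRTX1133 (adjusted p 0.00946).

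Set directly against each other, MRTX1133 and trametinib gave 0 called genes, with 2357 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.0648, and 2050 called genes in the paired fit. The ERK output list was higher with MRTX1133 than with trametinib, with a median of 0.83 and all 10 members higher (adjusted camera p 2.22e-07), and 8 members were past the threshold when adjusted over the list alone. The alveolar list (median -0.19, adjusted camera p 0.260) and the gastrointestinal and hepatic list (median 0.15, adjusted camera p 0.224) were not called. The alveolar median ran from -0.30 without MRTX1133 replicate 2 to -0.12 without MRTX1133 replicate 1, and the gastrointestinal and hepatic median from 0.08 without trametinib replicate 2 to 0.23 without MRTX1133 replicate 2. Across genes the 2 drugs' changes had an r of 0.886. The shared vehicle libraries alone gave a mean r of 0.511 and at most 0.528 in 100 simulations. Of the 913 genes called with MRTX1133, 887 were also called with trametinib, all in the same direction, and the slope of the MRTX1133 change on the trametinib change was 0.663. Trametinib changes in 3311 and in 1027B had an r of 0.518, and of 2003 genes called in both, against 1401 expected by chance, 1825 moved in the same direction.

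**Figure D2:**
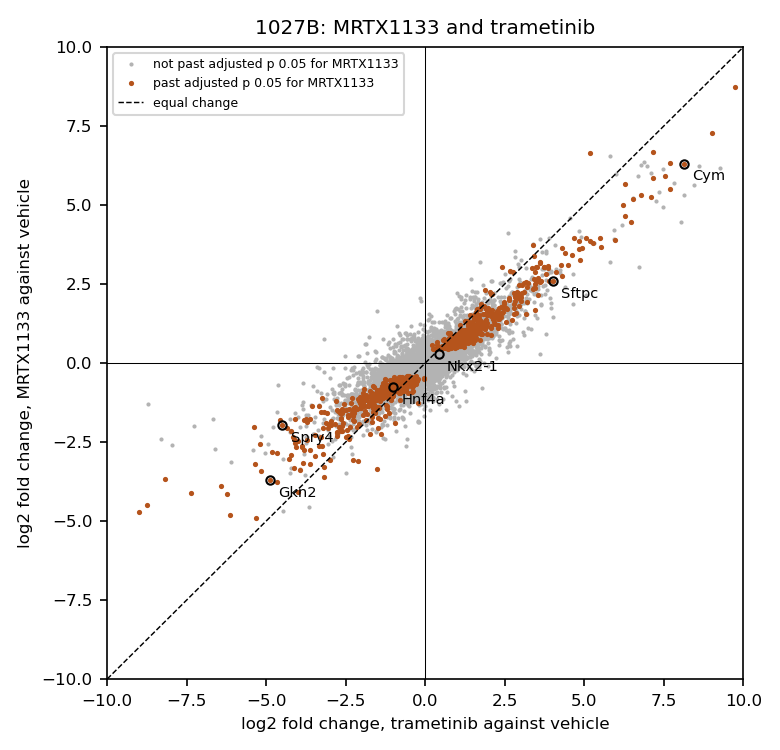
Log2 fold change of each tested gene in 1027B with trametinib (horizontal) and with MRTX1133 (vertical), both against the same 2 vehicle libraries; orange points were called with MRTX1133 and the dashed line marks equal change. Most called genes lie nearer to 0 on the vertical than on the horizontal axis.

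In H358, which lacked detectable HNF4A, trametinib called 8871 of 18972 genes, 4466 higher and 4405 lower. ERK output fell as a list, with a median of -3.28 (adjusted camera p 7.43e-05), and all 10 members were called over all genes and over the list alone, 9 of them lower. DUSP6 fell from 168 ± 13.2 to 0.931 ± 0.405 CPM (adjusted p 1.40e-06) and ETV4 from 42.0 ± 2.21 to 0.286 ± 0.0397 CPM (adjusted p 1.40e-06). The alveolar list rose with a median of 0.97 over 16 members (adjusted camera p 0.0108), and 13 were called, 11 higher and 2 lower, also when adjusted over the list alone. SLC34A2 rose from 0.154 ± 0.0351 to 3.68 ± 0.482 CPM (adjusted p 4.95e-05), whereas ETV5, which is also on the ERK output list, fell from 78.0 ± 1.42 to 1.43 ± 0.474 CPM (adjusted p 2.49e-06). The largest rise was in TMPRSS2, from 1.78 ± 0.179 to 238 ± 23.4 CPM (adjusted p 9.31e-07). The gastrointestinal and hepatic list had 6 tested members and was not called (median -0.14, adjusted camera p 0.358). Of these 3 were called, also when adjusted over the list alone, and the sign of the median changed with at least 10 counts in every library.

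In H1651, trametinib called 0 of 18277 genes in a test with no term for replicate number, against 1881 with the replicate block. Without the block, 597 genes had an unadjusted p under 0.05, fewer than the 914 that chance would give, and the smallest adjusted p was 0.149. The first principal component of these 4 libraries, 69.8% of the variance, separated replicate 1 from replicate 2, and replicate number accounted for 67.2% of the variance against 27.6% for treatment, so the count of 0 does not show that trametinib had no effect. Within replicate number, with 1 library per arm and no test, the ERK output list had medians of -1.68 in replicate 1 and -1.45 in replicate 2, and 9 of its 10 members fell in both. DUSP6 changed by -3.23 and -2.79 on the log2 scale and ETV4 by -2.81 and -2.00. The alveolar list had medians of 0.45 and 0.08, the gastrointestinal and hepatic list -0.03 and 0.09. HNF4A changed by 0.02 and -0.20, and NKX2-1 by 0.24 and 0.55. Over both replicates the ERK output list was called (median -1.57, adjusted camera p 9.50e-10), with 9 members past the threshold when adjusted over the list alone and 0 over all genes. The alveolar list (median 0.17, adjusted camera p 0.0972) and the gastrointestinal and hepatic list (median -0.06, adjusted camera p 0.934) were not called, with 0 and 2 members past the threshold when adjusted over the list alone, and the alveolar median ran from 0.002 without trametinib replicate 1 to 0.54 without trametinib replicate 2. That of the gastrointestinal and hepatic list changed sign with at least 10 counts in every library and ran from -0.34 without vehicle replicate 2 to 0.50 without vehicle replicate 1. Changes with trametinib in H358 and H1651 had an r of 0.240 across 16080 genes.

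In 3154 at 48 hours, MRTX1133 called 54 genes in ethanol, 49 higher and 5 lower, and 717 in 4OHT, 325 higher and 392 lower. The interaction of deletion and inhibition called 0 genes, with 1150 at an unadjusted p under 0.05 where 773 are expected by chance and a smallest adjusted p of 0.541, so the difference between these counts does not show that any named gene responded differently. In ethanol Hnf4a changed by -0.31 (adjusted p 0.378) and in 4OHT by -0.86 (adjusted p 0.0185), and its interaction was not called (log2 difference -0.55, adjusted p 0.572). Nkx2-1 was not called in ethanol (log2 change 0.30, adjusted p 0.404) or in 4OHT (log2 change 0.17, adjusted p 0.478). The alveolar list rose with a median of 0.53 in ethanol (adjusted camera p 4.39e-06) and 0.34 in 4OHT (adjusted camera p 0.0222). Its called members numbered 4, all higher, and 6, of which 5 were higher, against 10 and 8 when adjusted over the list alone. Ager rose from 356 ± 53.8 to 939 ± 28.0 CPM in ethanol (adjusted p 0.0133) and from 833 ± 13.3 to 1992 ± 214 CPM in 4OHT (adjusted p 0.0135). Cxcl15 rose from 52.9 ± 4.29 to 112 ± 9.22 CPM in ethanol (adjusted p 0.0491), which was not past the threshold with RLE factors or with at least 10 counts in every library. The ERK output list was called in 4OHT (median -0.46, adjusted camera p 0.000355) and not in ethanol (median -0.19, adjusted camera p 0.0708), where the median was -0.44 without vehicle replicate 1. Its called members numbered 4 in 4OHT and 0 in ethanol, against 7 and 0 when adjusted over the list alone. The gastrointestinal and hepatic list was called in 4OHT (median -0.31, or -0.28 with genes at the floor set to their bound, adjusted camera p 0.0401). This rests on 1 library, since the median was -0.13 without replicate 1 of 4OHT with the inhibitor, and it was not past the threshold without Hnf4a. It was not called in ethanol (median 0.04, adjusted camera p 0.218), where the median turned to -0.30 and past the threshold with at least 10 counts in every library, and ran from -0.34 without vehicle replicate 1 to 0.17 without MRTX1133 replicate 1. Its called members numbered 2 in 4OHT and 0 in ethanol, against 3 and 0 when adjusted over the list alone. Cym rose from 2.27 ± 1.60 to 34.7 ± 9.32 CPM in ethanol (adjusted p 0.0245) and from 37.9 ± 5.68 to 364 ± 126 CPM in 4OHT (adjusted p 0.0174). In 4OHT Ifit1bl2 rose from 2.67 ± 1.15 to 35.2 ± 6.73 CPM (adjusted p 0.00869).

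Tested as lists, the interaction was below 0 for the ERK output list (median -0.55, adjusted camera p 0.00747) and for the alveolar list (median -0.23, adjusted camera p 0.0408), and was not called for the gastrointestinal and hepatic list (median -0.27, adjusted camera p 0.260, 0.07 without replicate 1 of ethanol with vehicle, and 0.02 without replicate 2 of ethanol with the inhibitor). The alveolar value depends on single libraries: it ran from -0.12 without replicate 2 of ethanol with vehicle to -0.47 without replicate 2 of ethanol with the inhibitor, and was -0.14 without replicate 1 of the latter and -0.37 without replicate 1 of 4OHT with vehicle. No alveolar member was past the threshold when adjusted over the list alone, and 1 member of the ERK output list was. The MRTX1133 changes in ethanol and in 4OHT had an r of 0.473, and 38 genes were called in both, all in the same direction. The changes in 1027B and in 3154 in ethanol had an r of 0.566, and 30 of 31 genes called in both moved in the same direction. The changes with MRTX1133 in ethanol and with deletion in vehicle had an r of 0.479, which did not exceed the mean of 0.503 that their shared vehicle libraries gave in 100 simulations.

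**Figure D3:**
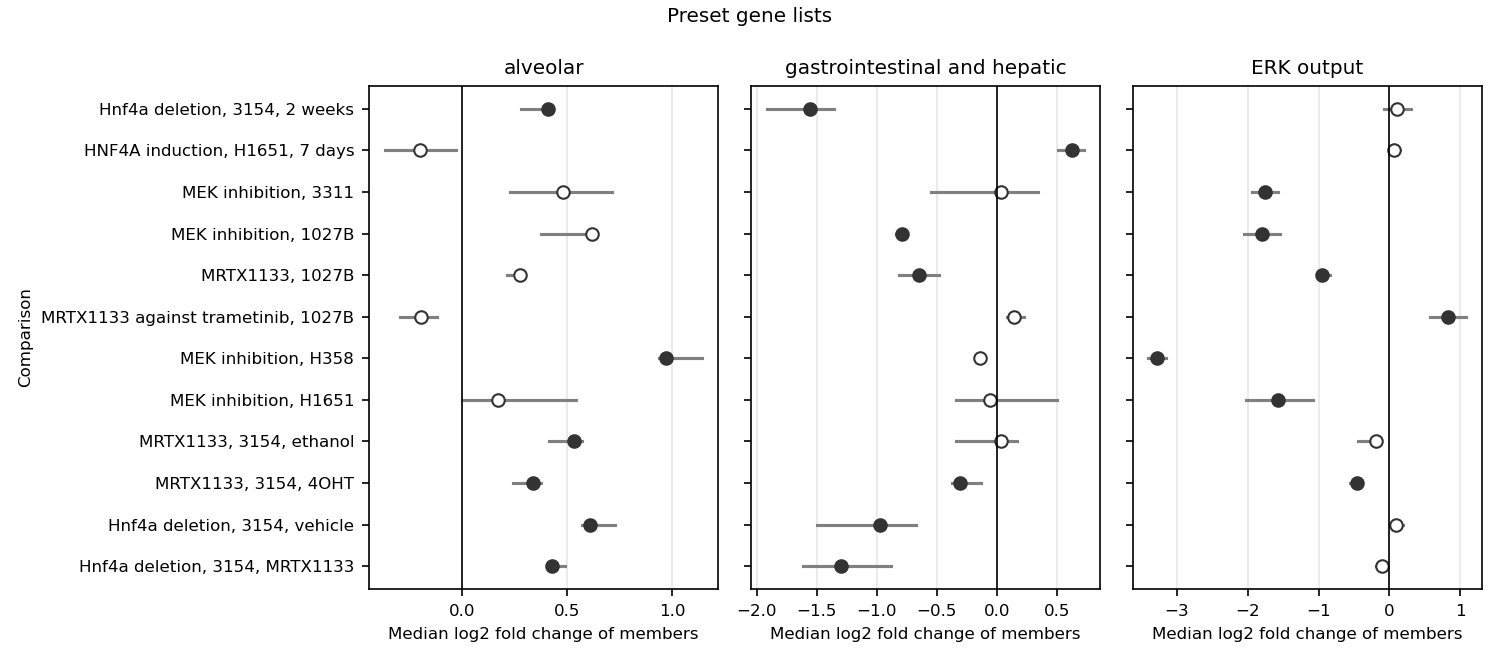
Median log2 fold change of the members of the alveolar (left), gastrointestinal and hepatic (middle) and ERK output (right) lists in 12 comparisons; filled circles have an adjusted camera p under 0.05 and grey lines span the values with each library left out in turn. With trametinib or MRTX1133 set against no drug, the ERK output medians ran from -3.28 in H358 to -0.19 in 3154 in ethanol.

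**Figure D4:**
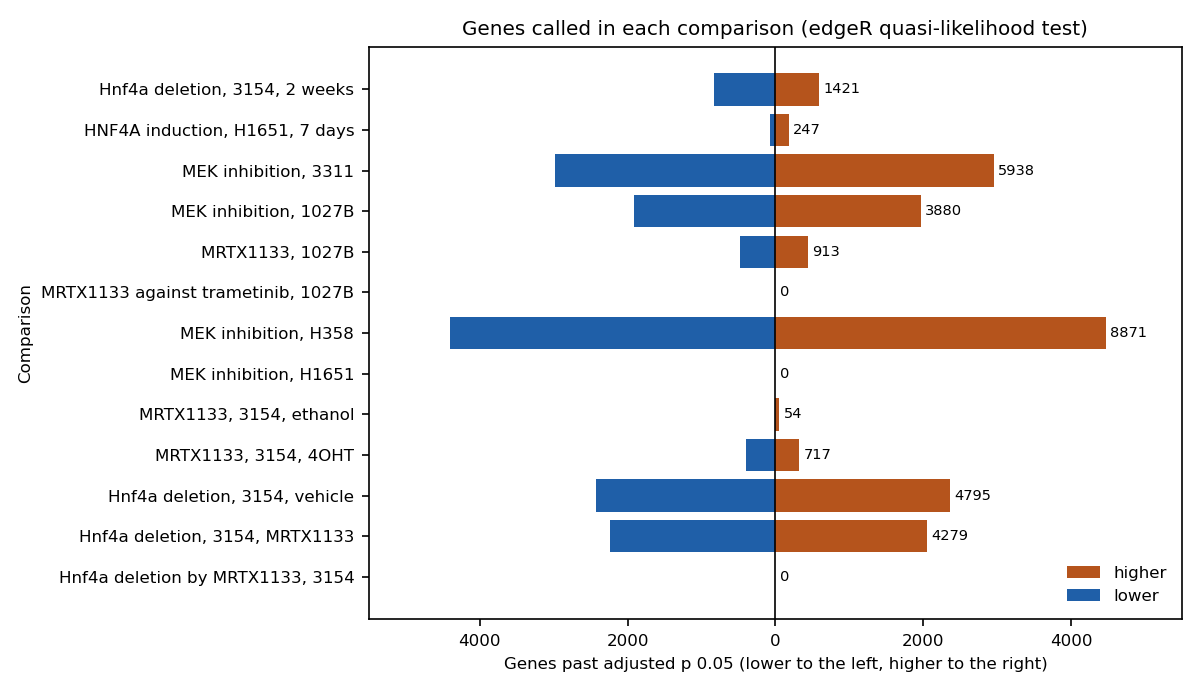
Number of genes with an adjusted p under 0.05 in each of the 13 comparisons, with genes that fell to the left of 0 and genes that rose to the right. The counts ran from 0 to 8871.

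Genes that changed on Hnf4a deletion or with doxycycline were then tested as sets in other libraries, to ask whether kinase inhibition moves them. They are called HNF4A-dependent sets here, although effects of 4OHT, Cre or doxycycline are not separated out. After deletion at 2 weeks 565 called genes had fallen and 480 had risen by at least 2-fold. On deletion in the 48-hour experiment the lower set fell with a median of -1.35 in vehicle (adjusted camera p 3.01e-41) and -1.41 with MRTX1133 (adjusted camera p 7.17e-43), and the higher set rose by 1.73 (adjusted camera p 2.77e-40) and 1.5 (adjusted camera p 1.56e-37). In doxycycline-treated H1651, 404 genes of the lower set and 320 of the higher set could be tested. There the lower set rose with a median of 0.12 (adjusted camera p 7.34e-07), or 0.08 without replicate 2 of the untreated group, and the higher set was not called (median -0.09, adjusted camera p 0.0939), with -0.06 without doxycycline replicate 2. In 1027B the lower set fell with trametinib (median -0.32, adjusted camera p 0.0181) and with MRTX1133 (median -0.30, adjusted camera p 7.55e-05). Single libraries moved both values: the trametinib median was -0.49 without vehicle replicate 1 and -0.17 without vehicle replicate 2, and the MRTX1133 median was -0.16 without vehicle replicate 2 and -0.20 without MRTX1133 replicate 1. The higher set in 1027B was not called with trametinib (median 0.14, adjusted camera p 0.501), and ran from -0.06 without vehicle replicate 2 to 0.31 without vehicle replicate 1. With MRTX1133 it had a median of 0.18 (adjusted camera p 0.129 unpaired and 0.0432 in the paired fit, and from 0.0166 to 0.977 over the alternatives), and ran from -0.007 without vehicle replicate 2 to 0.38 without MRTX1133 replicate 2. In 3311 neither set was called (lower set, median -0.19, adjusted camera p 0.191, and higher set, median 0.09, adjusted camera p 0.929), nor between the 2 drugs in 1027B (medians 0.03 and 0.06, adjusted camera p 0.929 and 0.342). Single libraries changed these signs. In 3311 the lower set ran from -0.43 without trametinib replicate 2 to 0.02 without trametinib replicate 1, and the higher set from -0.03 without trametinib replicate 1 to 0.19 without trametinib replicate 2. Between the drugs the lower set ran from -0.09 without MRTX1133 replicate 2 to 0.10 without MRTX1133 replicate 1, and the higher set from -0.14 without MRTX1133 replicate 1 to 0.28 without MRTX1133 replicate 2. In 3154 MRTX1133 moved both sets in ethanol, the lower set by -0.12 (adjusted camera p 0.0293) and the higher set by 0.24 (adjusted camera p 0.00124). Without replicate 1 of ethanol with vehicle these medians were -0.05 and 0.11, and without replicate 2 the lower set stood at -0.19. Neither set was called in 4OHT (medians -0.10 and -0.05, adjusted camera p 0.191 and 0.929), and the lower set ran from -0.16 without replicate 2 of 4OHT with vehicle to -0.03 without replicate 1, and the higher set stood at 0.07 without replicate 2. The interaction was below 0 for the higher set (median -0.23, adjusted camera p 0.00141), or -0.15 without replicate 1 of ethanol with vehicle, and not called for the lower set (median -0.01, adjusted camera p 0.929), which ran from -0.08 without replicate 2 of 4OHT with vehicle to 0.06 without replicate 2 of ethanol with vehicle. The human sets held 104 genes higher and 23 lower with doxycycline, of which 52 and 16 could be tested in H358, and 79 and 23 in H1651 with trametinib. These sets were not called in H358 (medians 0.17 and 0.38, adjusted camera p 0.208 and 0.147) or in H1651 (medians 0.03 and 0.12, adjusted camera p 0.929 and 0.428). In H358 they ran from 0.10 without vehicle replicate 2 to 0.48 without trametinib replicate 2, and from 0.31 without trametinib replicate 1 to 0.85 without vehicle replicate 1. In H1651 they ran from -0.02 without vehicle replicate 2 to 0.13 without trametinib replicate 2, and from -0.18 without vehicle replicate 1 to 0.26 without vehicle replicate 2.

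Of the 22 list results called among 39, 17 held under fry and 0 under camera with an estimated correlation. Those lost under fry were the gastrointestinal and hepatic list with doxycycline and with MRTX1133 in 3154 in 4OHT, the ERK output list with MRTX1133 in 1027B and with trametinib in H1651, and the alveolar list in the interaction. Of the 10 results called among 24 tests of HNF4A-dependent sets, 5 held under fry and 4 under an estimated correlation, and these 4 were the deletion results at 48 hours. The fifth under fry was the rise of the higher set with MRTX1133 in 3154 in ethanol.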

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

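The tests of single libraries, of scaling and of a ceiling were chosen after the results they examine had been seen, and the tests of GC content and gene length were chosen before. Groups of 2 libraries are too small for a search for discordant samples within a group or for counting other splits of the samples.

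The response to MRTX1133 in 3154 differed between ethanol and 4OHT for 3 sets of genes, each by a test of the difference itself. The median difference, 4OHT against ethanol, was -0.55 for the ERK output list (7 of 10 members below 0), -0.23 for the alveolar list (17 of 22 below 0) and -0.23 for the genes higher after deletion at 2 weeks. No single gene passed the threshold for this difference, with 1150 at an unadjusted p under 0.05. In the fits that each left out 1 library the highest medians were -0.39 for the ERK output list and -0.15 for the higher set, the latter without replicate 1 of ethanol with vehicle. Both lie further from 0 than their spread between single libraries (0.136 and 0.097), which argues against a single discordant library as the whole source. For the alveolar list the highest median was -0.12, without replicate 2 of ethanol with vehicle, which lies within its spread of 0.157, so 1 discordant library stays open there. The first criterion asked only for a median below 0, and the stricter one was set after the values were seen. Scaling with RLE factors gave -0.52, -0.21 and -0.21. Removing each library's trend on GC content and length, which could be done for 15104 of 15458 genes and moved a gene by a median of 0.07, left medians of -0.47, -0.16 and -0.15 with unadjusted camera p of 0.00307, 0.00883 and 0.000275. These values argue against such trends as the whole source.

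A ceiling on genes that deletion had already raised stays open for the higher set. Across its 405 members the rise at 2 weeks and the MRTX1133 response in 4OHT had a Spearman rho of -0.11, from -0.15 to -0.05 over 4 pairs of libraries, which is consistent with a ceiling but weak. The limit for this test was first set at -0.1 and was replaced, after the value was seen, by the sign over the 4 pairs, and both give the same reading. Fry put the alveolar difference and that of the higher set short of the threshold, and an estimated correlation did so for all 3 sets, so the list differences are hypotheses.

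Cxcl15 rose with MRTX1133 in 3154 in ethanol by 1.08 (adjusted p 0.0491) and fell in 1027B by 0.88 (adjusted p 0.0148), with every library of each pair moving in that direction. The difference between the cultures was not tested. It was the only such gene among 81 checks, where chance order alone would give about 4.5, so it may be chance. In 3154 the change was 1.06 with RLE factors and 1.00 at the lowest when each library was left out, which argues against scaling or 1 library as the whole source there. Culture and dose differ together between the 2 experiments and stay open.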

How the results depend on the processing

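DESeq2 and a fold limit each moved 8 counts of called genes by over 1.5 times. DESeq2 called 2311 genes for deletion at 2 weeks (1360 of the 1421 among them), 451 for doxycycline (246 of 247), 1636 for MRTX1133 in 1027B (907 of 913), 712 for MRTX1133 against trametinib, 47 for trametinib in H1651, 330 and 1342 for MRTX1133 in 3154 in ethanol and 4OHT (54 of 54 and 701 of 717), and 36 for the interaction. A fold change of at least 2 left 127 genes for doxycycline, 3386 and 1768 for trametinib in 3311 and 1027B, 417 for MRTX1133 in 1027B, 4118 in H358, 323 for MRTX1133 in 4OHT, and 2518 and 2196 for deletion in vehicle and with MRTX1133. Fitting only the 2 groups compared gave 1 gene for MRTX1133 against trametinib, 0 and 3932 for MRTX1133 in ethanol and 4OHT, and 3154 for deletion in vehicle. With no count filter trametinib in H1651 called 2 genes. A replicate block raised the counts to 4563 (deletion, 2 weeks), 3048 (doxycycline), 6540, 3515 and 2050 (1027B, trametinib, MRTX1133 and their difference) and 1881 (H1651, trametinib). In these, and in H358, it kept all genes called without it. It kept 5795 of 5938 in 3311, 49 of 54 and 654 of 717 for MRTX1133 in ethanol and 4OHT, and 4568 of 4795 and 4082 of 4279 for deletion in vehicle and with MRTX1133. It put past the threshold the alveolar list in H1651 with trametinib (0.17) and the higher set with doxycycline (-0.094) and with MRTX1133 in 1027B (0.18). Outside 1027B the tables share only a replicate number, and there the block is a check and not the reported fit. The correlation between groups of the replicate difference was 0.603 (2-week 3154), 0.687 (doxycycline), 0.222 (3311), 0.546 (H358), 0.856 (H1651) and from -0.602 to 0.808 over 6 pairs of groups (48-hour 3154).

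Camera with an estimated correlation left the medians as they were and put all 22 called lists short of the threshold, with adjusted p from 0.331 to 0.451. These were the alveolar list for deletion at 2 weeks (0.41), in vehicle (0.61) and with MRTX1133 (0.43), trametinib in H358 (0.97), MRTX1133 in ethanol (0.53) and 4OHT (0.34) and the interaction (-0.23). For the gastrointestinal and hepatic list they were deletion (-1.555, -0.97 and -1.295), doxycycline (0.63), 1027B (-0.79 and -0.65) and MRTX1133 in 4OHT (-0.31). For the ERK output list they were 3311 (-1.755), 1027B (-1.795, -0.945 and 0.83), H358 (-3.28), H1651 (-1.57), MRTX1133 in 4OHT (-0.46) and the interaction (-0.55). Of the HNF4A-dependent results those that also fell short were the lower set with doxycycline (0.12), in 1027B (-0.32 and -0.30) and with MRTX1133 in ethanol (-0.12), and the higher set with MRTX1133 in ethanol (0.24) and in the interaction (-0.23). Fry put short the lists with medians 0.63, -0.945, -1.57, -0.31 and -0.23 named in the report, and the same sets except 0.24. It put past the threshold the gastrointestinal and hepatic list in H358 (-0.14), the ERK output list on deletion in vehicle (0.10) and with MRTX1133 (-0.10), and the genes lower with doxycycline in H358 (0.38).

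With at least 10 counts in every library the gastrointestinal and hepatic median changed sign in 3311 (-0.20), between the 2 drugs in 1027B (-0.01), in H358 (0.042), in H1651 (0.014) and with MRTX1133 in ethanol (-0.30), and fell short of the threshold on deletion in vehicle (-0.45). The higher set passed it with doxycycline (-0.093) and with MRTX1133 in 1027B (0.24). The lower set in the interaction changed sign to 0.002 with this filter, to 0.013 with RLE factors and to 0.005 with no fold limit. No fold limit also turned the higher set in 4OHT to 0.006 and put past the threshold the lower set in 3311 (-0.24) and the genes lower with doxycycline in H358 (0.48). Leaving HNF4A and NKX2-1 out of the lists put short the gastrointestinal and hepatic list with MRTX1133 in 4OHT (-0.31) and on deletion in vehicle (-0.83). Nkx2-1 on deletion in vehicle turned to -0.008 with DESeq2, -0.008 with RLE factors and -0.004 with no count filter. With a replicate block NKX2-1 passed the threshold with doxycycline (-0.35, adjusted p 5.5e-05, and from 5.5e-05 to 0.689 over its alternatives), with trametinib in H1651 (0.37, adjusted p 5.47e-05, and from 5.47e-05 to 1) and with MRTX1133 in 1027B (0.27, adjusted p 0.0161). Among other named genes calls were lost by 3 with at least 10 counts, 3 with upper-quartile factors, 2 with DESeq2, 1 with RLE factors and 1 with no count filter.

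Agreement over genes called in either experiment was 0.782 for the 2 deletions, -0.273 for deletion and doxycycline, 0.556 for trametinib in 3311 and 1027B, 0.785 for MRTX1133 in 1027B and 3154, 0.794 for MRTX1133 in ethanol and 4OHT, and 0.316 for H358 and H1651. Over genes of at least 10 CPM the first 5 were 0.733, -0.151, 0.562, 0.693 and 0.591. When each library was left out in turn, the 6 ran from 0.667 to 0.715, from -0.215 to -0.157, from 0.463 to 0.532, from 0.417 to 0.549, from 0.333 to 0.46 and from 0.075 to 0.296.

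Values of lists, sets and correlations were refitted with each library left out in turn. In 66 of these refits the value moved by more than the spread between replicates. A value counts once for each left-out library that moved it, so 66 is not a number of separate results. With 2 libraries per group the log2 change of a single gene cannot move that far, so this measure does not show that named genes were stable. Nkx2-1 ran from -0.178 to 0.347 (deletion, 2 weeks) and NKX2-1 from -0.153 to 0.934 (H1651, trametinib). The alveolar median ran from 0.28 to 0.418 (deletion, 2 weeks), 0.375 to 0.584 (1027B, trametinib), 0.939 to 1.144 (H358), 0.415 to 0.573 and 0.244 to 0.374 (MRTX1133 in ethanol and 4OHT), 0.573 to 0.727 (deletion in vehicle) and -0.465 to -0.119 (interaction). The gastrointestinal and hepatic median ran from -1.918 to -1.354 (deletion, 2 weeks), -0.15 to -0.131 (H358), -0.34 to 0.503 (H1651, trametinib), -0.343 to 0.166 and -0.369 to -0.128 (MRTX1133 in ethanol and 4OHT), -1.496 to -0.676 and -1.611 to -0.88 (deletion in vehicle and with MRTX1133) and -0.402 to 0.074 (interaction). ERK output ran from -0.44 to -0.133 and -0.558 to -0.433 (MRTX1133 in ethanol and 4OHT), -0.187 to -0.083 (deletion with MRTX1133) and -0.611 to -0.386 (interaction). The higher set ran from -0.096 to -0.059 (doxycycline), 0.113 to 0.27 and -0.06 to 0.068 (MRTX1133 in ethanol and 4OHT), and 1.566 to 1.825 and 1.441 to 1.508 (deletion in vehicle and with MRTX1133), and the lower set from -1.494 to -1.274 (deletion in vehicle). In H358 the genes higher and lower with doxycycline ran from 0.099 to 0.483 and from 0.308 to 0.85.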

Other observations

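The tests of kept-gene cells, of type 1 and type 2 members, of scaling and of shared controls were chosen, or their criteria settled, only after the result was seen. The tests of the Ifit family, of blood cells and of the H1651 replicates were chosen before, and the readings of the blood cell and growth tests were softened after their values were seen.

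Hnf4a transcript remained after deletion, at 16.4% of the ethanol level at 2 weeks. Cells that kept the gene would hold every other gene at or above about that share. Of genes with at least 10 CPM in ethanol, 32 fell below 0.5 times the share in both 4OHT libraries at 2 weeks, while 16 rose as far. At 48 hours 32 fell and 22 rose in vehicle, and 28 fell and 9 rose with MRTX1133. The criterion first used asked for more than 2 times as many falling as rising genes, and the 2-week counts did not meet it. It was loosened to more falling than rising after the counts were seen, and under that the counts speak against kept-gene cells. Because the reading turns on a criterion changed after the fact, kept-gene cells and transcripts from the exons that remain cannot be told apart here, and counts per gene do not separate exons.

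Alveolar genes moved both ways with trametinib in 1027B, where 8 members past the threshold fell and 10 rose. A scaling shift would move them together. A split in which type 1 genes rise and type 2 genes fall is argued against as the whole account, since 4 type 2 members past the threshold rose beside 5 that fell, while 3 type 1 members rose and 1 fell. As lists, type 1 genes had a median of 1.27 (adjusted camera p 0.128) and type 2 genes -0.22 (adjusted camera p 0.732). In the interaction of deletion and MRTX1133 in 3154 type 2 genes had a median of -0.40 with 10 of 12 below 0 (adjusted camera p 0.0152), and type 1 genes -0.14 (adjusted camera p 0.860). All members of both lists are also on the alveolar list.

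Ifit genes were among the largest rises with MRTX1133 after deletion. Reads shared within the family as the whole source are argued against by interferon genes outside it, whose lowest median over pairs of libraries was 0.50. These 9 genes had a median of 0.94 with 8 of 9 rising (unadjusted camera p 0.0014, adjusted 0.00962), so a response of interferon genes as a group is a candidate explanation. They also rose on deletion at 2 weeks (median 1.26, adjusted camera p 0.0152) and in the 48-hour experiment with MRTX1133 (median 1.72, adjusted camera p 0.00801). At 48 hours in vehicle their median was 1.28 and was not called (adjusted camera p 0.132), nor was their interaction of deletion and MRTX1133 (median 0.54, from -0.43 to 1.62 over pairs of libraries, adjusted camera p 0.156). No biological cause was tested.

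Genes known from blood cells, such as Mcpt8 and Cd53 in 1027B and Lilr4b in 3311, were among the largest changes with trametinib. Of 14 general blood cell genes 5 were listed in neither table and so have no value. Of the other 9, 6 stayed below 1 CPM in every 3311 and 1027B group that listed them. The exceptions were Ptprc at 1.44, Csf1r at 24 and Rac2 at 17.3 CPM in their highest groups. Because the tables had been filtered before deposit, this does not decide the matter. The 4 tested members had a median of -1.77 with trametinib in 1027B (adjusted camera p 0.697). Blood cells in the cultures and expression of these genes by the tumour cells cannot be told apart here.

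The H1651 trametinib libraries separated by replicate number more than by treatment. The replicate difference had a correlation of 0.883 between the vehicle and trametinib groups over 2353 genes of at least 100 CPM, which argues against depth. The 10 highest genes took at most 5.8% of counts, so a few genes do not account for it. Proliferation genes differed by a median of -0.14 in vehicle and -0.17 with trametinib, under the 0.5 set for this test beforehand, but without a spread to set these values against, so growth stays open. A batch of culture or library preparation could produce such a pattern and also stays open, because the labels name none. Trametinib moved the same 15 proliferation genes by a median of -2.50 in H358 (adjusted camera p 3.18e-06) and -0.03 in H1651 (adjusted camera p 0.620), a difference that was not tested.

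Changes with MRTX1133 followed those with trametinib in 1027B with an r of 0.886, above the 0.528 that shared controls reached at most in simulations, which argues against shared controls as the whole source. Cym had one of the largest rises with either drug there, and also rose in 3154 with MRTX1133.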
